A study of Mus musculus with 16 samples. Its data were reported in "Maternal LSD1/KDM1A is an essential regulator of chromatin and transcription landscapes during zygotic genome activation" (2016).

How the data were processed

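RNA was measured in 16 single mouse two-cell embryos, 8 f/wt and 8 Δm/wt. Females were homozygous for a floxed Kdm1a allele, without (f/wt) or with (Δm/wt) a Zp3-cre transgene that deletes the first exon in oocytes, and were mated to wild-type B6D2F1 males. The authors made cDNA from each embryo with an oligo-dT method for single cells, so that polyadenylated transcripts were read mostly toward their 3′ ends, and sequenced short single-end reads on an Illumina HiSeq. Per the labels and the study's methods, the counts per gene were made by the authors by filtering reads for quality, aligning them to the mouse genome mm10 with TopHat2 (2.0.6), keeping unique best alignments, and counting reads over RefSeq genes with HTSeq (0.6.1); the values used here are these raw integer counts as deposited. The authors' own tests of genes used DESeq (1.16.0). For repeats, the authors aligned reads with Bowtie (1.0.0) without mismatches, removed reads of ribosomal RNA, and counted reads whose placements agreed, nearly all falling in the same RepeatMasker family; the deposited repeat counts were used here before any normalization. The authors normalized them to all repeat reads and tested them with limma (3.20.4). The strand setting of the counting and the release of the gene annotation were not stated, and the reads carried no molecular identifiers, so counts are reads and not molecules.

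The files listed 24063 genes, of which 18907 had a count in at least 1 library. Gene counts per library were 5324455, 3212510, 8307488, 8616370, 9337451, 8022029, 7845406 and 8572625 for f/wt 1 to 8, and 6407962, 4049168, 14334244, 9039360, 8060219, 7535017, 10469317 and 6579456 for Δm/wt 1 to 8. Pairs of libraries of 1 group were compared by a chi-square per gene over genes with at least 20 counts in the pair. For f/wt 2 and 3 it was 1.89 on average (1.16 among genes with 20 to 49 counts) and Spearman's correlation was 0.982, against 45.6 to 366, 10.1 to 42.1 and 0.805 to 0.915 for the other pairs. These 2 libraries were therefore summed, a choice made after the counts were seen. The study's table of read numbers parts the embryos into 3 sets, embryos 1 and 2, embryo 3, and embryos 4 to 8, which were used as possible batches. Embryo numbers did not pair the samples of the groups.

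Genes were tested in R (4.3.3) with edgeR (4.0.16), by quasi-likelihood tests after TMM scaling, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. As in the study, genes without a count were dropped and the 60% with the highest summed counts were kept, which left 11344. The factors of TMM averaged 1.16 in f/wt and 0.897 in Δm/wt. Values per gene are CPM after TMM scaling, and log2 CPM values used a prior count of 2. Tested on simulated data, negative binomial counts with the means, dispersions and library sizes of these samples in which 200 of 11344 genes, each of at least 10 CPM, were changed, edgeR recovered 0 at 2-fold, 48 (24.0%) at 4-fold with 4.00% false calls, and 130 (65.0%) at 8-fold with 1.52% false calls. DESeq2 (1.42.0) recovered 11, 108 and 162 with 64.5%, 32.9% and 19.4% false calls, and limma-voom (limma 3.58.1) 0, 47 and 109. Far fewer genes were changed here than passed in the embryos, so the threshold was stricter and these rates do not carry over to the embryos.

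The 24 gene lists were written down before the data were examined, as were the comparisons, tests and most of the alternatives. The qPCR targets and reference genes came from the study, and the other 22 lists from general knowledge and from pathways that the study names. The study had already reported maternal, ribosome biogenesis, translation, protein transport and cell cycle genes as changed in these same embryos. The lists of those genes are therefore not independent of its findings. Lists with at least 5 tested members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry, and with an exact two-sided permutation test of the mean log2 CPM of the list over all 6435 splits of the samples (252 for embryos 4 to 8), which was added later and whose smallest p was 1.55e-04 (0.00794 for embryos 4 to 8). Genes were named by a rule set at the same time. It took Kdm1a, the genes the study followed by qPCR and its reference genes; the 10 genes per direction with the largest log2 fold change among those that passed, with a mean of at least 50 CPM and no overlap between the groups; and, for each list, up to 4 passing members of at least 10 CPM with the largest absolute fold change and up to 2 members with the highest mean CPM that did not pass. The results of 3 single genes of the lists are not reported here. Exon coordinates and transcript lengths came from GENCODE M21.

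Repeat classes were compared as the log2 of their percentage of all repeat reads with a pseudocount of 0.5 counts, with limma over 16 classes and an exact two-sided permutation test of the percentage. In 100 of 100 simulated runs with LINE raised 2-fold, limma called it. That rise was larger than the LINE change found in the embryos (log2 fold change 0.53). The simulated spread was that of f/wt alone, and the shares were not rescaled to a common total. This rate therefore does not carry over to the embryos. The alternatives, 31 for the gene tests, covered other scalings (DESeq2 size factors, library totals, the reference genes of the study), other tests (the Wald test of DESeq2, limma-voom), no filter or filterByExpr, a replicate block, batch terms with 3 or 2 sets, embryos 4 to 8 alone, thinning to the shallowest library, leaving out each library in turn, f/wt 2 and 3 kept apart or both left out, and Δm/wt 1 and 8 both left out; for repeats, counts per 1000000 gene counts and shares without the LTR class were also used. The replicate block and the batch term with 3 sets were fitted on all 16 libraries, with f/wt 2 and 3 counted apart. The 3 sets also placed f/wt 2 and f/wt 3 in different sets. Within-group outliers were looked for with Dixon's test. Tables were made in Python (3.11.15) with pandas (2.3.3) and figures with matplotlib (3.10.9).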

Results

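The transcriptomes of single mouse two-cell embryos that developed with or without the maternal supply of KDM1A, a histone demethylase also called LSD1, were compared. Control embryos (f/wt, 8 libraries) came from females whose Kdm1a alleles were floxed and intact. Mutant embryos (Δm/wt, 8 libraries) came from females in which Cre, driven by the oocyte promoter of Zp3, had removed the first exon in growing oocytes. The fathers were wild type in both groups, so a Δm/wt embryo carried 1 intact paternal allele. Each library held the polyadenylated RNA of 1 embryo, read mainly toward the 3′ ends of transcripts. Gene counts ranged from 3212510 to 9337451 per f/wt library and from 4049168 to 14334244 per Δm/wt library (8 of each). A count was found for 13079 ± 842 genes per f/wt library and for 13255 ± 952 per Δm/wt library, with the lowest number, 11250, in Δm/wt 8. The 10 most abundant genes took 6.20 ± 1.71% of the counts in f/wt and 11.9 ± 3.61% in Δm/wt. The f/wt libraries 2 and 3 differed from each other by little more than sampling noise (mean chi-square per gene 1.89, against 45.6 to 366 for the other 55 pairs within a group), so their counts were summed and they were counted as 1 sample, which left 7 f/wt and 8 Δm/wt samples.

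Kdm1a transcripts were lower in Δm/wt embryos. The gene lies on chromosome 4, from 136550533 to 136602723 in mm10. In its longest protein-coding transcript, on the minus strand with 20 exons, exon 1 spans 136602232 to 136602687 and holds the 5′ UTR from 136602586, whereas exon 20 spans 136550544 to 136551033 and holds the 3′ UTR up to 136550850. In f/wt libraries 1 to 8 the counts were 76, 48, 118, 141, 188, 8, 52 and 69. In Δm/wt libraries 1 to 8 they were 26, 6, 11, 1, 22, 1, 3 and 0. The mean fell from 9.998 ± 6.00 counts per 1000000 (CPM; SD, n = 7) to 1.24 ± 1.46 CPM (n = 8), a log2 fold change of -2.99 ± 1.01 (SE) with an adjusted p of 0.0211 in edgeR. All 8 Δm/wt samples lay below the f/wt mean, but the ranges overlapped, since f/wt 6 had 8 counts and Δm/wt 1 had 26. The count files do not show where in the gene a read fell, so reads from exons outside the deleted part and from the paternal allele were included, and these counts do not check the deletion itself. The call was lost in embryos 4 to 8 alone (-3.79, adjusted p = 0.0701) and with scaling to Hprt, Gapdh and Ppia (-2.08, adjusted p = 0.129).

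**Figure D1:**
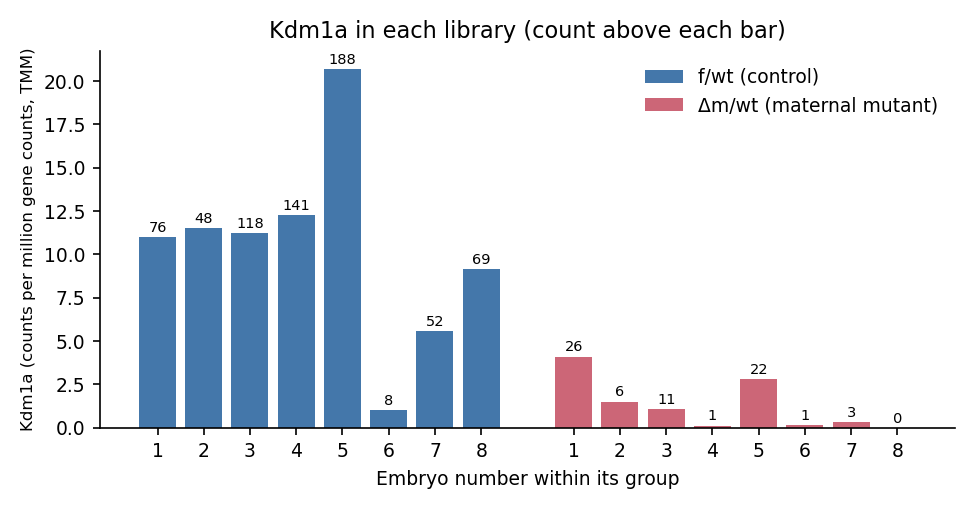
Kdm1a in each of the 16 libraries, as CPM after TMM scaling (vertical axis), against the embryo number within each group (horizontal axis); the number above a bar is the count. The Δm/wt libraries held 0 to 26 counts, while the f/wt libraries held 8 to 188.

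The embryos separated by maternal genotype. The first principal component of log2 CPM held 43.8% of the variance and placed every Δm/wt sample (69.5 or higher) above every f/wt sample (-103 or lower). On the second (9.13%) Δm/wt 8 stood apart at -207, with the other Δm/wt samples at 19.5 to 47.2, and its mean correlation with its own group was the lowest, 0.731. Each of the 15 samples was closest to another sample of its own group. The mean Spearman correlation was 0.793 ± 0.0530 (SD, 21 pairs) within f/wt, 0.787 ± 0.0501 (28 pairs) within Δm/wt and 0.4926 ± 0.0552 (56 pairs) between the groups.

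Nearly as many genes were higher as lower in embryos without maternal KDM1A. Of 11344 genes tested, 2488 rose (21.9%) and 2583 fell (22.8%) at an adjusted p under 0.05, with a median absolute log2 fold change of 2.55 among the genes that rose and 3.19 among those that fell. With a change of at least 2-fold, 2435 rose and 2564 fell. In 1841 tested genes the groups did not overlap at all, where chance would give 0.0311% of genes, and 1835 of these passed the test. In embryos 4 to 8 alone, the largest set of embryos with similar numbers of sequenced reads, 1465 genes rose and 1675 fell. The balance between rises and falls depended on the scaling. Scaling to Hprt, Gapdh and Ppia, the reference genes the study used in qPCR, moved the median log2 fold change of all genes from 0.04 to 0.74 and gave 3540 rises and 1594 falls, and library totals moved it to -0.32 and gave 1892 rises and 3116 falls. The counts of rises and falls in the gene lists below are those with TMM scaling unless another is named. The medians of the gene lists below were also measured against the median of all genes. Only that of the later preimplantation regulators then changed sign between the scalings tried (0.07 with TMM, -0.01 with library totals). Another scaling shifts all genes by nearly the same amount, so this outcome was largely fixed in advance and does not test the lists.

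Among genes with a mean of at least 50 CPM and no overlap between the groups, the 10 largest rises included both signalling genes and transcripts of the oocyte. Il23a, a subunit of the cytokine interleukin-23, was at 0.450 ± 0.342 CPM in f/wt and at 152 ± 167 CPM in Δm/wt (log2 fold change 8.38 ± 0.87, adjusted p = 7.68e-07). Gab1, an adaptor of receptor tyrosine kinases, rose from 2.60 ± 3.25 to 252 ± 149 CPM (log2 fold change 6.60, and 7.37 without f/wt 1), and Fn1, which encodes the matrix protein fibronectin, from 3.98 ± 4.58 to 240 ± 543 CPM, of which Δm/wt 5 held 1578 CPM; its log2 fold change of 5.91 went to 3.61 without Δm/wt 5 and 6.47 without f/wt 5. Rgs2, a regulator of G protein signalling, rose by 5.53 ± 0.88 on the log2 scale, and Stx11, a syntaxin, by 5.25 ± 0.87 (5.88 without f/wt 5). Cntn6, a cell adhesion molecule of neurons, rose by 5.18 ± 0.96 (6.07 without f/wt 5), and the uncharacterised Gm11985 by 7.93 ± 0.80. The count for Gpr1 (5.29 ± 0.88) is uncertain, because the gene overlaps Zdbf2 and the counting was not stated to use strand. E330021D16Rik rose from 101 ± 51.8 to 3723 ± 3336 CPM, and Zar1, a maternal factor needed at the first cleavages, from 22.8 ± 10.4 to 811 ± 586 CPM. In these 10 genes every Δm/wt sample lay above every f/wt sample, with adjusted p-values from 5.94e-07 to 7.43e-04.

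The 10 largest falls under the same limits were of genes close to absent in Δm/wt embryos; their levels in control embryos, 105 to 371 CPM on average, follow in part from the limit of 50 CPM. Zfp707, a zinc finger protein gene, fell from 371 ± 354 to 1.63 ± 1.10 CPM (log2 fold change -7.81 ± 0.67, adjusted p = 2.53e-07; -7.21 without f/wt 6). Gata1, a transcription factor known from red blood cell development, fell from 172 ± 68.5 to 1.35 ± 2.53 CPM, and Fzd5, a Wnt receptor, from 114 ± 50.9 to 0.869 ± 1.24 CPM. Med29, a subunit of the Mediator complex (-6.94), Rnf11, a RING finger protein (-7.02), Pdxk, which makes the active form of vitamin B6 (-6.80), Sapcd2 (-6.90) and Zfp623 (-6.81) fell as well, and B3galt6, a galactosyltransferase, fell from 109 ± 41.8 to 0.709 ± 0.640 CPM. Rpl10l fell by 7.04 on the log2 scale, but it is a retrocopy of Rpl10 and reads shared between near-identical copies make its count uncertain. In each of these 10 genes all 8 Δm/wt samples lay below all f/wt samples. Without Δm/wt 1 the log2 fold changes of Gata1 (-6.98), Fzd5 (-7.04) and Sapcd2 were -8.47, -8.04 and -8.43, and without Δm/wt 6 that of Zfp623 was -7.88.

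The study followed 4 genes by qPCR and used 3 others as references. H2afz, which encodes the histone variant H2A.Z, fell from 1983 ± 603 to 286 ± 207 CPM (log2 fold change -2.79 ± 0.45, adjusted p = 5.98e-05). Suv39h1, an H3K9 methyltransferase, fell from 194 ± 79.0 to 9.70 ± 7.49 CPM (adjusted p = 1.22e-05), and Klf4, a transcription factor of pluripotent cells, from 89.8 ± 42.1 to 2.87 ± 2.45 CPM (adjusted p = 2.77e-05). All 8 Δm/wt samples lay below every f/wt sample for these 3 genes. Atrx, a chromatin remodeller, was at 197 ± 87.8 CPM in f/wt and 213 ± 119 CPM in Δm/wt (adjusted p = 0.835), and the sign of its small difference changed with library totals (-0.27), without a filter (-0.02), in embryos 4 to 8 (-0.12) and without f/wt 7 (-0.00) or Δm/wt 3 (-0.12). Adjusted over the list alone, the same counts of 0 rises and 3 falls were found. The list was chosen by the study on these samples, so this is not independent evidence of their direction. The reference genes did not move together. Ppia, a prolyl isomerase, fell by 1.71 ± 0.33 (adjusted p = 4.01e-04). Gapdh, a glycolytic enzyme, rose by 1.27 ± 0.45 (adjusted p = 0.0257), a call lost with library totals (0.95), without a filter (1.10) and without f/wt 1 (1.17), f/wt 4 (1.17), f/wt 8 (0.99), Δm/wt 6 (0.93), Δm/wt 7 (1.10) or both f/wt 2 and 3 (1.18). Hprt, a purine salvage enzyme, was at 544 ± 280 and 271 ± 296 CPM (-1.01 ± 0.49, adjusted p = 0.0954), and passed without Δm/wt 3 (-1.68, adjusted p = 0.00233), in embryos 4 to 8 (-1.73, adjusted p = 0.0131) and under 5 other settings. Adjusted over the list alone, 1 of these 3 genes rose and 1 fell. Processed pseudogenes of all 3 make their counts uncertain, as for H2afz.

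Transcripts that the oocyte stores were higher in Δm/wt embryos. Of 58 tested maternal oocyte transcripts, 42 rose and 1 fell (43 and 2 adjusted over the list alone). H1foo, the oocyte linker histone, rose from 66.7 ± 50.04 to 2060.5 ± 2209 CPM (log2 fold change 4.95 ± 0.65, adjusted p = 9.37e-06; 4.35 without Δm/wt 6). Kpna7, an oocyte importin, rose by 4.94 ± 0.80 and Rfpl4, an oocyte RING finger protein whose near-identical neighbour copies make its count uncertain, by 4.87 ± 0.78. Nlrp5, a maternal effect gene, was at 240 ± 137 and 612 ± 641 CPM and did not pass (1.35 ± 0.58, adjusted p = 0.0642), though it did without f/wt 7 (1.58), Δm/wt 5 (1.49), Δm/wt 7 (1.49) or Δm/wt 8 (1.53). The chromatin insulator gene Ctcf did not pass either (281 ± 82.1 and 204 ± 96.9 CPM, adjusted p = 0.291). The single member that fell was Trim28 (-1.17 ± 0.36, adjusted p = 0.0128), a corepressor that acts on retroelements, named after its value was seen; it did not pass with scaling to the reference genes (-0.65, adjusted p = 0.192). The list was higher in the camera set test with a preset correlation (adjusted p = 4.21e-10), but not with an estimated correlation (adjusted p = 0.0991). The mean log2 CPM of the list was 6.22 ± 0.329 in f/wt and 8.36 ± 0.391 in Δm/wt without overlap (adjusted exact permutation p = 8.81e-04, two-sided). Among embryos 4 to 8, 35 members rose and 1 fell, and the list mean differed by 1.97 (adjusted exact permutation p = 0.0150).

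Transcripts that mark the two-cell stage, many of them driven by the MERVL retrovirus, were lower on balance. Of 43 tested members, 18 fell and 2 rose (19 and 2 adjusted over the list alone). Slc34a2, a phosphate transporter, fell from 645 ± 182 to 20.1 ± 37.8 CPM (log2 fold change -5.01 ± 0.81, adjusted p = 6.35e-05; -6.54 without Δm/wt 1), and Tdpoz1 (-6.12; -6.83 without Δm/wt 4) and Ubtfl1 (-5.59) fell too. Ubtfl1 was at 176 CPM in f/wt 5 and at 0.421 to 19.1 CPM in the other f/wt samples, and its log2 fold change was -3.07 without f/wt 5 (adjusted p = 0.0475) and -6.18 without Δm/wt 2. The counts of Tdpoz1 and Ubtfl1, both members of multicopy families, are uncertain. Gm20767 (1237 ± 544 and 569 ± 906 CPM) and B020004J07Rik (881 ± 281 and 488 ± 863 CPM) did not pass (adjusted p = 0.1804 and 0.391), but both did without Δm/wt 1 (-2.21 and -2.12), and Gm20767 also in embryos 4 to 8 (-2.18). The 2 members that rose, named after their values were seen, were Zfp750 (3.61 ± 0.46, adjusted p = 5.86e-06), a zinc finger gene that overlaps Tbcd, and Cyp2b23 (3.65 ± 1.30, adjusted p = 0.0273), a cytochrome P450, whose call was lost in embryos 4 to 8 (2.92) and without f/wt 1 (3.45), and which was 5.30 without f/wt 5. Δm/wt 1 stood apart for the list, at a mean of 5.81 log2 CPM within the f/wt range (4.97 to 7.08), while the other Δm/wt samples were at 2.55 to 4.65; without Δm/wt 1 the list median went from -1.12 to -1.94 and 22 members fell. In camera the list was lower (adjusted p = 2.85e-04), with an adjusted p of 0.516 at an estimated correlation. The adjusted exact permutation p of the list mean was 0.00363, and 0.0150 in embryos 4 to 8, where 19 members fell and 1 rose. With scaling to the reference genes 10 members fell and 3 rose.

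Genes that make ribosomes were lower in Δm/wt embryos. Of 85 tested genes of ribosome biogenesis and rRNA processing, 54 fell and 1 rose (59 and 1 adjusted over the list alone). Nop16 fell from 90.2 ± 26.2 to 1.60 ± 2.09 CPM (log2 fold change -5.80 ± 0.80, adjusted p = 1.45e-05; -6.50 without Δm/wt 6) and Nol11 from 192 ± 41.7 to 6.76 ± 10.8 CPM (-4.82, and -5.93 without Δm/wt 1). Both encode nucleolar proteins, as do Surf6 (-4.73) and Rrp9 (-5.33), which also fell. Npm1, the abundant nucleolar protein nucleophosmin, was at 1019.9 ± 564 and 925 ± 778 CPM and Brix1 at 528 ± 220 and 602 ± 363 CPM (adjusted p = 0.806 and 0.734), and their signs changed without f/wt 8 (0.01 and -0.11) and, for Brix1, without Δm/wt 4 (-0.06). The member that rose was Bms1 (1.75 ± 0.67, adjusted p = 0.0375), a GTPase of the small subunit processome, named after its value was seen. Its call was lost in embryos 4 to 8 (1.17), with library totals (1.41), the Wald test of DESeq2 (0.63), no filter (1.62), limma-voom (1.17) or a replicate block (1.08), and without f/wt 4 (1.58), f/wt 5 (1.64), f/wt 6 (1.73), f/wt 7 (1.63), f/wt 8 (1.59), Δm/wt 2 (0.73) or Δm/wt 3 (1.75). In camera the list was lower (adjusted p = 1.18e-11), with an adjusted p of 0.120 at an estimated correlation. The list mean was 6.10 ± 0.418 log2 CPM in f/wt and 3.54 ± 0.608 in Δm/wt without overlap (adjusted exact permutation p = 8.81e-04). With embryos 4 to 8 alone, 41 members fell and 1 rose (adjusted exact permutation p of the list mean 0.0150).

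**Figure D2:**
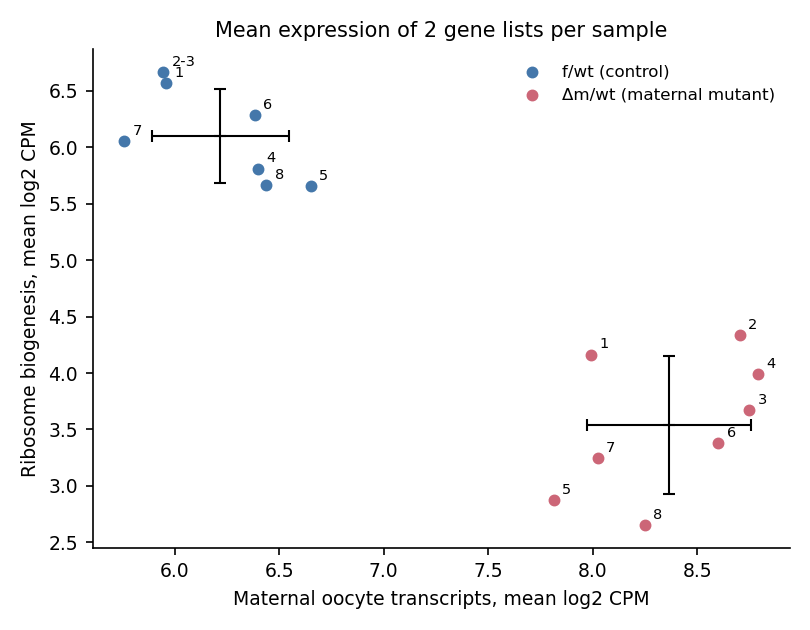
Mean log2 CPM of the 58 maternal oocyte transcripts (horizontal axis) against that of the 85 ribosome biogenesis genes (vertical axis), 1 point per sample with its embryo number; 2-3 is the sum of f/wt 2 and 3, and black crosses give the mean and SD of each group. The f/wt samples centre on 6.22 and 6.10, the Δm/wt samples on 8.36 and 3.54, and the groups do not overlap on either axis.

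The transcripts of cytosolic ribosomal proteins were lower as well. Of 75 tested, 62 fell and 1 rose (65 and 1 adjusted over the list alone). Rplp1 (-4.45), Rps29 (-4.30), Rpl36 (-3.93) and Rps10 (-3.64), all components of the ribosome itself, fell (adjusted p = 0.0035, 9.17e-04, 0.0222 and 0.00875). Their mean levels in f/wt were 44.1 ± 56.2, 99.4 ± 120.1, 29.6 ± 45.3 and 48.96 ± 78.04 CPM, so they varied widely between control embryos. Rps15a (287 ± 114 and 375 ± 239.6 CPM) and Rpl32 (365 ± 176 and 197 ± 142 CPM; overlaps Cand2) did not pass (adjusted p = 0.432 and 0.147). Rps2 rose (1.33 ± 0.51, adjusted p = 0.0375) and was named after its value was seen; the call was lost in embryos 4 to 8 (1.67), with library totals (0.96), no filter (1.14) or a batch term for 3 sets of embryos (1 and 2, 3, and 4 to 8; 1.23), and without f/wt 1 (1.27), f/wt 4 (1.26), f/wt 8 (1.03), Δm/wt 2 (1.33), Δm/wt 4 (0.94) or Δm/wt 6 (1.24). Ribosomal protein genes have many processed pseudogenes, so single counts in this list are uncertain. The list was lower in camera (adjusted p = 1.33e-09), with an adjusted p of 0.478 at an estimated correlation, and its mean differed by -2.26 log2 CPM (adjusted exact permutation p = 0.00308). In embryos 4 to 8 only 28 members fell, none of them Rplp1, Rps29, Rpl36 or Rps10 (-3.51, -2.90, -1.63 and -1.85), and the adjusted exact permutation p of the list mean was 0.0613. With f/wt 2 and 3 both left out, Rps10 (-2.37, adjusted p = 0.0706) and Rpl36 (-2.81, adjusted p = 0.0996) did not pass. Rpl36 did not pass either with a batch term for 3 (-3.31) or 2 (1 to 3, and 4 to 8; -3.25) sets of embryos, a replicate block (-3.53) or limma-voom (-2.74), and was at -5.61 without Δm/wt 6. With scaling to the reference genes 32 members fell.

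Among 49 tested translation initiation and elongation factors, 24 fell and 3 rose (25 and 3 adjusted over the list alone). Pabpc1, the poly(A) binding protein, fell from 510 ± 158 to 25.1 ± 23.4 CPM (log2 fold change -4.34 ± 0.57, adjusted p = 9.26e-06), although its processed pseudogenes make the count uncertain. The eIF3 subunits Eif3a (-3.75) and Eif3b (-4.16) and the eIF2B subunit Eif2b5 (-3.52) also fell. Eif1 (3049 ± 903 and 2367 ± 864 CPM) and Eif4g2 (2762 ± 2053 and 1899.7 ± 897 CPM) were the most abundant members that did not pass (adjusted p = 0.320 and 0.284). The 3 that rose, named after their values were seen, were the initiation factors Eif1b (1.83 ± 0.35, adjusted p = 3.68e-04), Eif2b1 (2.00 ± 0.53, adjusted p = 0.00491) and Eif4a1 (1.52 ± 0.45, adjusted p = 0.00905), of which Eif2b1 (1.36) and Eif4a1 (1.28) did not pass in embryos 4 to 8. Camera placed the list lower (adjusted p = 0.00115), with an adjusted p of 0.266 at an estimated correlation. Its mean did not overlap between the groups (adjusted exact permutation p = 8.81e-04), also in embryos 4 to 8 (adjusted exact permutation p = 0.0150), where 17 members fell and 1 rose. With scaling to the reference genes 16 members fell and 6 rose.

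Splicing factors were the last list that camera called. Of 56 tested, 24 fell and 9 rose (25 and 9 adjusted over the list alone). Snrpc (-4.74), Snrpd2 (-4.48) and Snrpb (-4.42), which encode proteins of the spliceosomal snRNPs, fell, as did Hnrnpa1 (-4.09), an RNA-binding protein gene with many pseudogenes. Snrpd2 did not pass in embryos 4 to 8 (-3.16) and was at -5.83 without Δm/wt 6, Snrpc was at -5.96 without Δm/wt 1 and Snrpb at -5.45 without Δm/wt 4. Hnrnpf (1017 ± 380 and 661 ± 496 CPM) and Hnrnpc (473 ± 86.4 and 354 ± 110 CPM) did not pass (both adjusted p = 0.242). The list was lower in camera (adjusted p = 0.00592), with an adjusted p of 0.478 at an estimated correlation, and by the exact permutation of its mean (adjusted p = 0.00159; 0.0150 in embryos 4 to 8). None of the 6 lists called by camera was called with an estimated correlation, at unadjusted p-values under 0.05 for maternal oocyte transcripts (0.00583), ribosome biogenesis (0.0142) and translation factors (0.0470). Of 100 splits of the samples into groups of the same sizes, 36 gave as many lists called by camera. Fry called 11 lists and the exact permutation of the list mean also 11, and both ask whether a list moved on balance, not whether it moved more than other genes.

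**Figure D3:**
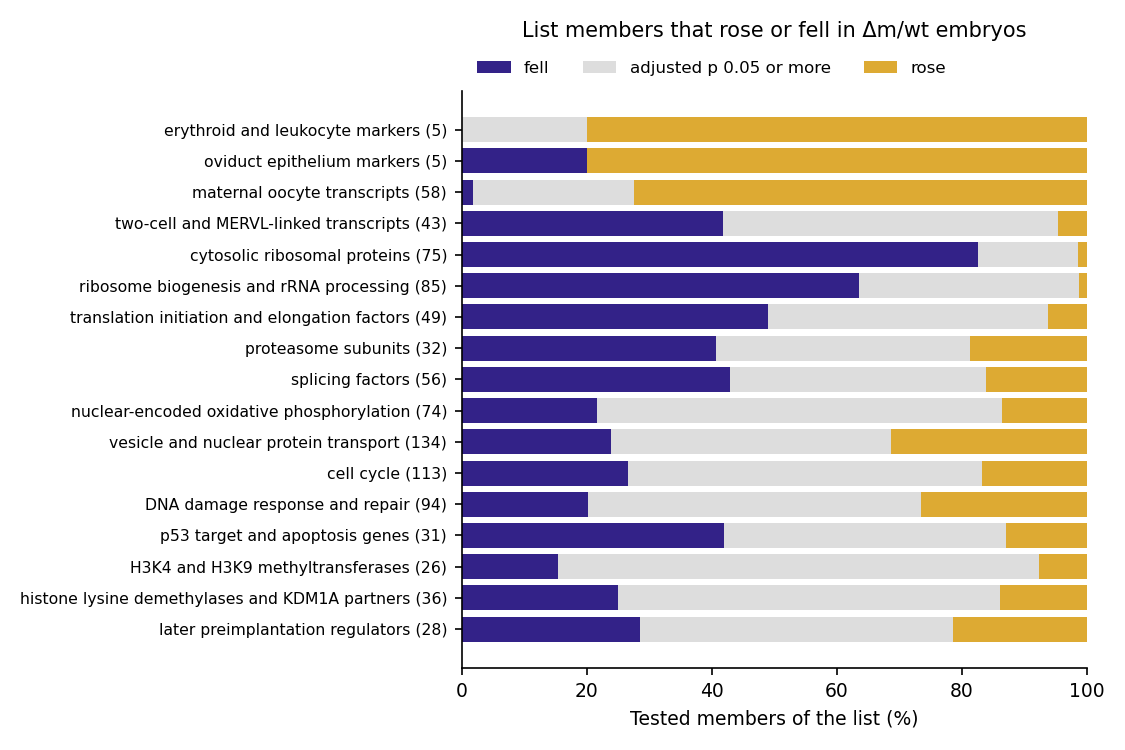
Share of the tested members of each list (horizontal axis, percent; number tested in brackets) that fell, did not pass or rose in Δm/wt against f/wt embryos at an adjusted p under 0.05 in edgeR with TMM scaling. Of the maternal oocyte transcripts 42 of 58 rose, while 62 of 75 ribosomal protein genes and 54 of 85 ribosome biogenesis genes fell; with scaling to the reference genes these were 44, 32 and 38.

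Genes of protein turnover, respiration and transport were found among both rises and falls. Among 32 proteasome subunits 13 fell and 6 rose (13 and 7 adjusted over the list alone), and the core subunits Psmb1 (-4.42), Psmb5 (-4.39) and Psma3 (-3.63) and the regulatory subunit Psmd7 (-3.47; -4.28 without Δm/wt 4) fell, at adjusted p-values from 1.79e-05 to 0.00317. Psmd4 (133 ± 59.3 and 158 ± 84.9 CPM) and Psma1 (146 ± 70.8 and 82.9 ± 110.5 CPM) did not pass (adjusted p = 0.617 and 0.255), but Psma1 did without Δm/wt 4 (-1.71), and Psmd4 changed sign without f/wt 8 (-0.04). Psma3 overlaps 3110056K07Rik, which makes its count uncertain. Camera did not call this list (adjusted p = 0.0582), but did without f/wt 3 (0.0481), f/wt 4 (0.0319), f/wt 5 (0.0311), Δm/wt 2 (0.0339) or Δm/wt 4 (0.0269). The mean log2 CPM of the list differed by -1.17 (adjusted exact permutation p = 0.0074; 0.0623 in embryos 4 to 8), and fry called it lower (adjusted p = 0.00392). The number that rose was 2 without f/wt 1, f/wt 4, f/wt 8 or Δm/wt 2, 3 without f/wt 6, Δm/wt 3 or Δm/wt 4, and 1 in embryos 4 to 8 and with library totals. The 74 nuclear genes of oxidative phosphorylation gave 16 falls and 10 rises (15 and 8 adjusted over the list alone; camera adjusted p = 0.629), but 9 falls and 17 rises with scaling to the reference genes, and 6 falls and 11 rises in embryos 4 to 8. Ndufc1 of complex I (-3.91; -2.35 and not passing in embryos 4 to 8, -4.83 without Δm/wt 4), Uqcrfs1 (-3.55) and Cyc1 (-3.73) of complex III and Atp5o of the ATP synthase (-3.80; -4.41 without Δm/wt 4) fell. Atp5b was at 595 ± 155 and 973 ± 494 CPM (adjusted p = 0.0953; 0.85 and passing without Δm/wt 5) and Cox5a at 349 ± 103 and 294 ± 129 CPM (adjusted p = 0.542). Of 134 genes of vesicle and nuclear protein transport, 42 rose and 32 fell (44 and 36 adjusted over the list alone; camera adjusted p = 0.572), but 33 rose and 42 fell with library totals, 57 rose and 17 fell with scaling to the reference genes, and 25 rose and 22 fell in embryos 4 to 8. The importins Kpna1 (-5.39) and Kpna4 (-4.90) and the cargo receptor Tmed5 (-4.37) fell, while the exocyst subunit Exoc6 rose by 4.75 ± 0.82. Kpna2 (978 ± 446 and 553 ± 378 CPM) and Rab6a (722 ± 266 and 703 ± 329 CPM) did not pass (adjusted p = 0.129 and 0.941), though Kpna2 did with library totals (-1.19), limma-voom (-1.02) and a replicate block (-1.02), and Rab6a, which overlaps Mrpl48, changed sign without f/wt 5 (0.01), f/wt 6 (0.08), Δm/wt 1 (0.11) or Δm/wt 2 (0.10). For each of the 12 genes named here as falling or rising, all 8 Δm/wt samples lay on the same side of the f/wt mean.

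Cell cycle genes included several large falls. Cdk1, the kinase that drives mitosis, fell from 770 ± 349 to 48.3 ± 50.3 CPM (log2 fold change -4.00 ± 0.58, adjusted p = 2.16e-05), and Ccne1, cyclin E1, from 509 ± 279 to 21.97 ± 40.4 CPM (-4.53, and -6.00 without Δm/wt 1). Cdc25c, a phosphatase that activates Cdk1 (-4.65), and the repressor E2f7 (-6.90; -9.41 without Δm/wt 1) also fell. Ccnb1, the cyclin B partner of Cdk1, was at 692 ± 163 and 1115 ± 539 CPM and did not pass (0.69 ± 0.36, adjusted p = 0.1205), but did without Δm/wt 5 (0.86, adjusted p = 0.0272). Cyclin A2, Ccna2, which overlaps Exosc9, was at 1204 ± 403 and 884 ± 198 CPM (adjusted p = 0.207). Of 113 tested members, 30 fell and 19 rose, both over all genes and adjusted over the list alone, and camera gave an adjusted p of 0.410. The mean log2 CPM of the list was 6.09 ± 0.0895 in f/wt and 5.54 ± 0.324 in Δm/wt (adjusted exact permutation p = 0.0034; 0.0150 in embryos 4 to 8). With scaling to the reference genes the split was 14 falls and 29 rises.

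Genes of DNA repair moved in both directions. Of 94 tested, 25 rose and 19 fell (26 and 19 adjusted over the list alone; camera adjusted p = 0.668). Neil3, a DNA glycosylase, rose from 17.05 ± 14.8 to 297 ± 206 CPM (adjusted p = 1.88e-05). Fancf, of the Fanconi anaemia core complex, fell by 6.22 on the log2 scale (-7.23 without Δm/wt 1), and the checkpoint gene Rad9a (-6.03; -6.99 without Δm/wt 7), which overlaps Ppp1ca and is uncertain, fell too. Usp1 (1090.2 ± 604 and 622 ± 493 CPM) and Brca2 (338 ± 117 and 265 ± 105 CPM) did not pass (adjusted p = 0.195 and 0.410). The balance of the list turned with library totals (13 rises and 21 falls), without a filter (18 and 19), without f/wt 8 (18 and 21), without Δm/wt 1 and 8 (18 and 22), with a term for 2 sets of embryos (19 and 20) and in embryos 4 to 8 (9 and 10), and scaling to the reference genes gave 33 rises and 9 falls. The median of this list was 0.44 and its mean 0.08, and camera placed it higher without calling it.

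Of 31 p53 target and apoptosis genes, 13 fell and 4 rose, also adjusted over the list alone (camera adjusted p = 0.204; adjusted exact permutation p of the list mean 0.00159, and 0.0150 in embryos 4 to 8). Mcl1, a survival factor, fell from 327 ± 94.1 to 33.0 ± 15.3 CPM (adjusted p = 1.13e-06), and the death effector Bid (-4.21; -4.85 without Δm/wt 1, -5.09 without Δm/wt 8) fell. Casp8, the initiator caspase of death receptors, rose from 0.239 ± 0.158 to 91.4 ± 81.7 CPM (adjusted p = 5.68e-07). The other members that rose were Mdm2 (1.15 ± 0.26, adjusted p = 0.00161) and Mdm4 (1.19 ± 0.40, adjusted p = 0.0194), which restrain p53, and the survival factor Bcl2l1 (2.29 ± 0.85, adjusted p = 0.0333), which overlaps Cox4i2; these 3 were named after their values were seen. Mdm4 did not pass with library totals (0.80). Bcl2l1 was at 2.93 without f/wt 1, and did not pass with library totals (1.70), no filter (2.09), without Δm/wt 1 and 8 together (1.53) or without f/wt 4 (2.08), f/wt 6 (2.15), f/wt 7 (2.26), f/wt 8 (1.89), Δm/wt 3 (2.19) or Δm/wt 8 (1.89). Trp53inp1 was at 171 ± 84.2 and 88.4 ± 54.7 CPM and Apaf1 at 70.2 ± 49.3 and 128 ± 74.9 CPM (adjusted p = 0.0778 and 0.2205), and Trp53inp1 passed without f/wt 7 (-1.12) or Δm/wt 8 (-1.26). In embryos 4 to 8, 5 members fell and 4 rose, and with scaling to the reference genes 6 fell and 6 rose.

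Some enzymes of the histone marks that KDM1A acts on changed, but in a smaller share than among all genes. Of 26 tested H3K4 and H3K9 methyltransferases and their cofactors, 2 rose and 4 fell, also adjusted over the list alone (camera adjusted p = 0.621). Among all tested genes 21.9% rose and 22.8% fell. The members that passed were H3K9 methyltransferase genes and the cofactor Dpy30. Dpy30, a core subunit of H3K4 methyltransferase complexes, rose from 116 ± 24.8 to 1083 ± 262 CPM (log2 fold change 3.23 ± 0.30, adjusted p = 3.72e-07), and the H3K9 methyltransferase Suv39h2, which overlaps Dclre1c, by 1.51 ± 0.37 (adjusted p = 0.00248; 1.38 and not passing in embryos 4 to 8). Besides Suv39h1, 3 other H3K9 methyltransferase genes fell, Ehmt1 (-1.86 ± 0.62, adjusted p = 0.0192), Ehmt2 (-3.44 ± 1.23, adjusted p = 0.0283) and Prdm2 (-1.19 ± 0.42, adjusted p = 0.0258), of which the last 2 were named after their values were seen. Ehmt1 did not pass in embryos 4 to 8 (-2.27) or with scaling to the reference genes (-1.44). Ehmt2 did not pass with a term for 3 (-2.59, adjusted p = 0.105) or 2 (-2.53, adjusted p = 0.116) sets of embryos, a replicate block (-3.09), limma-voom (-2.65) or without f/wt 1 (-3.08), and was at -4.34 without Δm/wt 6. Prdm2 did not pass in embryos 4 to 8 (-1.42), with scaling to the reference genes (-0.35), a term for 3 sets (-0.95), a replicate block (-0.87), limma-voom (-0.99) or without f/wt 6 (-0.97). Kmt2c (290 ± 210 and 491 ± 453 CPM) and Wdr5 (289 ± 55.9 and 389 ± 76.9 CPM) did not pass (adjusted p = 0.219 and 0.202). The median of the list was 0.27 and its mean -0.04, and camera placed it higher without calling it. With scaling to the reference genes 7 members rose and 2 fell, with a replicate block 3 rose and 2 fell, with a batch term for 3 sets of embryos 2 rose and 2 fell, and in embryos 4 to 8 1 rose and 1 fell.

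Of 36 histone demethylases and KDM1A partners, 9 fell and 5 rose, also adjusted over the list alone (camera adjusted p = 0.571; adjusted exact permutation p of the list mean 0.00745). The H3K4 demethylases Kdm5b and Kdm5a fell, Kdm5b from 344 ± 99.8 to 18.9 ± 15.4 CPM (adjusted p = 3.10e-06) and Kdm5a, which overlaps Ccdc77, from 91.2 ± 18.6 to 5.82 ± 5.42 CPM (adjusted p = 8.15e-05). Mta2, a subunit of the NuRD complex, fell by 4.04 on the log2 scale (-5.57 without Δm/wt 1), and the H3K9 demethylase Kdm4c fell as well (-3.91, adjusted p = 0.00822; -3.79 and not passing in embryos 4 to 8, -4.73 without Δm/wt 4). Among those that rose were, named after their values were seen, Gse1 (2.25 ± 0.59, adjusted p = 0.00412; overlaps Gins2), Gatad2b (1.92 ± 0.59, adjusted p = 0.0119), Chd4 (2.54 ± 0.80, adjusted p = 0.0141) and Rbbp7 (1.80 ± 0.67, adjusted p = 0.0335; overlaps Txlng), which encode parts of KDM1A-containing or NuRD complexes. In embryos 4 to 8 Gse1 (2.28), Gatad2b (1.77) and Rbbp7 (0.30) did not pass, nor did Chd4 with library totals (1.95), a replicate block (1.85) or without Δm/wt 1 and 8 together (1.77), and it was at 1.86 without Δm/wt 8. Rbbp7 was also lost with library totals (1.35), a term for 3 (1.11) or 2 (1.09) sets of embryos, a replicate block (0.77), limma-voom (0.79), without both f/wt 2 and 3 (1.77) and without f/wt 1 (1.69), f/wt 4 (1.80), f/wt 6 (1.69), f/wt 7 (1.76), Δm/wt 2 (1.67) or Δm/wt 3 (0.88). Gatad2a (710 ± 264 and 800 ± 434 CPM) and Kdm2b (156 ± 78.8 and 241 ± 126 CPM) did not pass (adjusted p = 0.721 and 0.2074), and Gatad2a changed sign without f/wt 8 (-0.00) or Δm/wt 7 (-0.01). The list median was 0.07, its mean was -0.53, and camera placed it lower without calling it. Embryos 4 to 8 gave 6 falls and 2 rises, and scaling to the reference genes 6 falls and 8 rises.

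Among 28 regulators of later preimplantation stages, 8 fell and 6 rose (8 and 8 adjusted over the list alone; camera adjusted p = 0.521). Gata4, a transcription factor of the primitive endoderm, fell from 224 ± 91.3 to 8.77 ± 5.95 CPM (adjusted p = 2.29e-06) and the growth factor gene Fgf4 from 51.7 ± 29.3 to 1.64 ± 4.10 CPM (adjusted p = 0.00182; log2 fold change -4.97, and -8.08 without Δm/wt 1), beside Klf4 above. Tead4, a trophectoderm regulator, fell from 17.05 ± 12.6 to 0.802 ± 1.45 CPM (adjusted p = 0.00511; not passing in embryos 4 to 8 at -3.14; -5.81 without Δm/wt 5). Yap1 (265 ± 129 and 443 ± 225 CPM) and Sall4 (363 ± 206 and 185 ± 107 CPM) did not pass (adjusted p = 0.110 and 0.0739), but Yap1 did without f/wt 5 (0.95) and Sall4 without Δm/wt 6 (-1.19). The list median was 0.11 and its mean -0.51, and camera placed it lower without calling it; the adjusted exact permutation p of its mean was 0.00411, and 0.0613 in embryos 4 to 8, where 2 members rose and 5 fell. With scaling to the reference genes 10 rose and 6 fell, and with libraries thinned to the shallowest 8 rose and 7 fell. Of replication-dependent histones, whose transcripts mostly lack a poly(A) tail, 2 of 68 were tested. Hist1h1a rose (5.22 ± 1.69, adjusted p = 0.0164) from 0.150 ± 0.397 to 6.18 ± 10.7 CPM, was named after its value was seen and did not pass in embryos 4 to 8 (5.17; 8.68 without f/wt 7), and Hist1h2bc did not pass (2.78 ± 1.28, adjusted p = 0.0816), though it did without f/wt 6 (3.94) and with scaling to the reference genes (3.31). Of the Δm/wt samples Δm/wt 4 held 199.6 CPM of Hist1h2bc, against a mean of 31.4 CPM, and without Δm/wt 4 the value was 0.70. Adjusted over the list alone, both rose. None of the 9 X-inactivation and Y-linked genes in the files passed the expression filter, and no mitochondrially encoded gene was listed.

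Markers of other cell types were few but not evenly spread over the libraries. Counts of the lysozyme genes Lyz2 and Lyz1, markers of myeloid cells whose near-identical sequences make each uncertain, were 0 in Δm/wt 1 to 3, while Δm/wt 4 to 8 held 2267, 13542, 1653, 569 and 26 counts of Lyz2 and 4305, 14733, 2027, 409 and 127 of Lyz1. In f/wt 4 to 8 the counts of Lyz2 were 27, 110, 5, 7 and 31. Of the 5 erythroid and leukocyte markers tested, 4 rose and 0 fell, also adjusted over the list alone: Lyz2 (6.67 ± 1.81, adjusted p = 0.0056), Lyz1 (6.56 ± 1.69, adjusted p = 0.00379), Fcer1g (4.83 ± 1.83, adjusted p = 0.0364) and Ptprc (adjusted p = 0.00467), the last of these with no count in any f/wt library and named after its values were seen. Cd74 was at 2.45 ± 1.66 and 12.03 ± 15.96 CPM (adjusted p = 0.102). Above every f/wt sample lay 4 (Lyz2), 5 (Lyz1), 3 (Fcer1g) and 4 (Ptprc) of the 8 Δm/wt samples; Δm/wt 8 lay above the f/wt mean but not above f/wt 5 for Lyz2. Without Δm/wt 5 the values of Lyz2 and Lyz1 were 4.91 and 5.15, and that of Lyz2 was 7.79 without f/wt 5. Lyz1 did not pass with a replicate block (4.32) or a term for 2 sets of embryos (4.93). Fcer1g was lost with library totals (4.35), the Wald test of DESeq2 (4.81), a replicate block (4.51) or a term for 3 or 2 sets of embryos (both 4.91), and without f/wt 1 (4.62), f/wt 4 (4.88), f/wt 5 (4.61), f/wt 6 (4.65), f/wt 7 (4.61), f/wt 8 (4.41) or Δm/wt 4 (3.42). Limma-voom called none of Lyz2, Lyz1 and Fcer1g (3.60, 2.63 and 2.38). The list was not called by camera (adjusted p = 0.322; 0.0142 in embryos 4 to 8). These libraries also contributed to the gene lists above.

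Of 5 tested oviduct epithelium markers, 4 rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.571). Wfdc2 held 37, 336, 1110, 558 and 156 counts in Δm/wt 4 to 8 and 0 in Δm/wt 1 to 3 (7.13 ± 1.67, adjusted p = 0.00193; 6.27 without Δm/wt 6, 8.40 without f/wt 4), and Ovgp1, the oviduct glycoprotein, held 5455 counts in Δm/wt 5 and 10 to 319 in the f/wt libraries (3.33 ± 1.22, adjusted p = 0.0321). Ovgp1 was lost with a term for 3 (2.06) or 2 (2.12) sets of embryos or a replicate block (0.94), and without f/wt 1 (3.21), f/wt 7 (3.22), f/wt 8 (2.94), Δm/wt 5 (2.16) or both f/wt 2 and 3 (3.22). Sprr2f (8.84 ± 1.99, adjusted p = 0.00139) and Krt7 (4.77 ± 1.90, adjusted p = 0.0459) rose and Epcam fell (-3.91 ± 1.36, adjusted p = 0.0240), all 3 named after their values were seen. Krt7 was lost with library totals (3.96), no filter (4.55), the Wald test of DESeq2 (3.62), a replicate block (4.43) or a term for 2 sets of embryos (4.53), without both f/wt 2 and 3 (4.53), and without f/wt 1 (4.66), f/wt 5 (4.55), f/wt 6 (4.56), f/wt 7 (4.55), f/wt 8 (4.32) or Δm/wt 6 (4.89) and in embryos 4 to 8 (5.03), and Epcam with a replicate block (-3.24) and without f/wt 4 (-3.12). Without f/wt 4 Krt7 was at 7.89 and Sprr2f at 9.75, and without Δm/wt 3 Epcam was at -4.80. Wfdc2, Sprr2f, Ovgp1, Krt7 and Epcam were not called by limma-voom (4.55, 3.99, 0.30, 2.40 and -2.93). Of the 20 cumulus and granulosa markers 3 were tested, of which 1 rose and 1 fell, also adjusted over the list alone. Cyp19a1, the aromatase that makes oestrogen, held 193 to 1467 counts in Δm/wt and 0 to 3 in f/wt libraries (8.93 ± 0.85, adjusted p = 3.95e-07), and Amhr2, the receptor of anti-Müllerian hormone, fell from 60.2 ± 64.6 to 0.479 ± 0.796 CPM (adjusted p = 5.99e-05; log2 fold change -6.92, and -8.16 without Δm/wt 5). Star was at 1.89 ± 3.53 and 4.42 ± 6.68 CPM (adjusted p = 0.556). Of the sperm markers, Odf2, also a centrosome protein, rose by 1.13 ± 0.36 (adjusted p = 0.0150; not passing in embryos 4 to 8 at 0.96 or without Δm/wt 1 and 8 at 0.75), the same adjusted over the list alone, and Ldhc was at 3.79 ± 2.80 and 4.91 ± 6.40 CPM (adjusted p = 0.811), with the sign changed without f/wt 8 (-0.02), Δm/wt 4 (-0.10) or Δm/wt 5 (-0.15).

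Reads from repeats were compared as shares of all repeat reads, which numbered 183861 to 1457840 per library. LINE elements, non-LTR retrotransposons that include LINE-1, took a larger share in Δm/wt embryos, 12.9 ± 2.16% (SD, n = 8) against 8.88 ± 1.26% (n = 7). The log2 fold change was 0.53 ± 0.16 (limma adjusted p = 0.0323; exact two-sided permutation p = 0.00202, 0.0162 adjusted over 16 classes), and 7 of 8 Δm/wt samples lay above the highest f/wt sample. In embryos 4 to 8 the shares were 13.7 ± 1.20% and 9.40 ± 0.801% (limma adjusted p = 0.00915; exact permutation p = 0.00794). SINE elements took 16.4 ± 4.28% in Δm/wt and 17.7 ± 3.90% in f/wt (limma adjusted p = 0.742), and in embryos 4 to 8 the sign was reversed (17.2 ± 3.50% and 16.4 ± 2.48%, limma adjusted p = 0.793). LTR elements, the class of MERVL, took 62.6 ± 8.32% and 68.3 ± 4.54% (limma adjusted p = 0.507), and 60.2 ± 5.24% and 69.4 ± 2.90% in embryos 4 to 8 (limma adjusted p = 0.161; exact permutation p = 0.00794). Among the other classes, the one named Other rose from 0.422 ± 0.0784% to 1.14 ± 0.589% (limma adjusted p = 0.00466), simple repeats rose from 0.4932 ± 0.243% to 1.33 ± 0.728% and tRNA fell from 0.337 ± 0.405% to 0.0629 ± 0.0386% (both limma adjusted p = 0.0410). DNA transposons were at 1.89 ± 0.245% and 2.68 ± 0.755%, with 7 of 8 Δm/wt samples above the highest f/wt sample, and were not called over all samples (limma adjusted p = 0.172), but were without Δm/wt 1 (0.63, limma adjusted p = 7.87e-04), without Δm/wt 1 and 8 (0.66) and in embryos 4 to 8 (1.90 ± 0.257% and 2.83 ± 0.457%, limma adjusted p = 0.0162). Satellites were called in embryos 4 to 8 too (0.892 ± 0.218% and 2.36 ± 1.37%, limma adjusted p = 0.0297), and not over all samples (limma adjusted p = 0.660). The call of simple repeats was lost without f/wt 1, 4, 5, 6 or 7 or Δm/wt 2, 3, 4, 5, 6 or 8 (1.10 to 1.30), without both f/wt 2 and 3 (1.30) and per 1000000 gene counts (0.89), and that of the tRNA repeat share without f/wt 1, 4, 5, 7 or 8 or Δm/wt 1, 2, 4, 5, 6, 7 or 8 (-2.10 to -1.64), without both f/wt 2 and 3 (-1.52) or Δm/wt 1 and 8 (-1.45), and in embryos 4 to 8 (-1.04). The limma call of LINE was lost without f/wt 1 (0.46), f/wt 4 (0.51), f/wt 5 (0.54), Δm/wt 2 (0.53), Δm/wt 4 (0.49), Δm/wt 5 (0.53), Δm/wt 6 (0.54) or Δm/wt 8 (0.50), and also when shares were taken without the LTR class (0.32 ± 0.12, adjusted p = 0.0582), where SINE was lower (-0.35 ± 0.10, adjusted p = 0.0155). The exact two-sided permutation p of LINE without the LTR class was 0.00793, not adjusted over classes. Per 1000000 gene counts, LINE reads numbered 11336 ± 4413 in Δm/wt and 9936 ± 2895 in f/wt and were not called (log2 fold change 0.14 ± 0.27, limma adjusted p = 0.745).

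**Figure D4:**
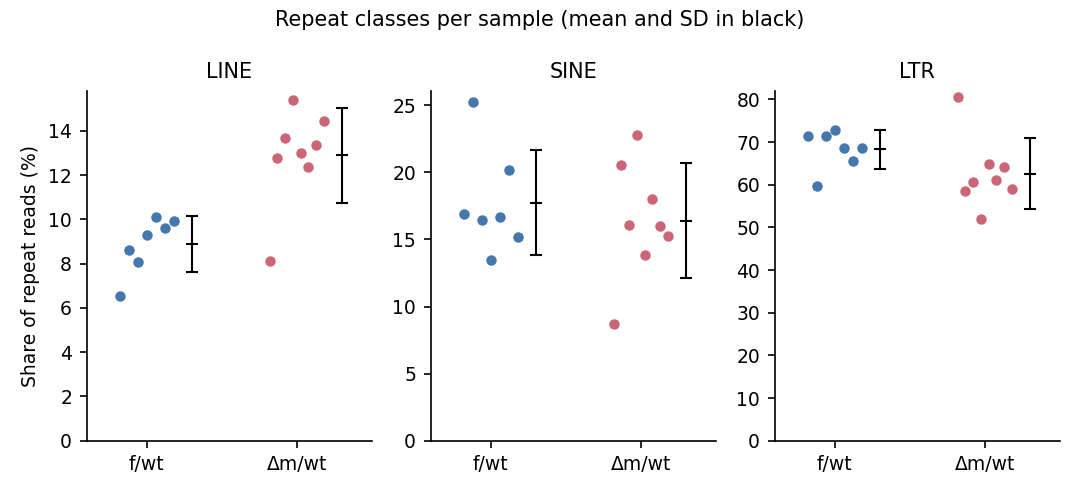
Share of repeat reads (percent, vertical axes from 0) in the LINE, SINE and LTR classes, 1 point per sample, for 7 f/wt samples (f/wt 2 and 3 summed) and 8 Δm/wt samples, with the mean and SD of each group in black. The LINE share was 8.11 to 15.4% in Δm/wt and 6.53 to 10.1% in f/wt, and 7 of 8 Δm/wt samples lay above the highest f/wt sample.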

Values the study reported

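The study reported 2449 genes (21%) as upregulated and 2749 genes (24%) as downregulated in mutant two-cell embryos at an FDR of 5%. In a catalogue of genes ordered by their wave of expression, it counted 360 maternal genes as higher and 63 as lower, of a total of 975. The higher genes made up 37% of the maternal category and 39% of the genes of minor zygotic genome activation. LTR and non-LTR elements together took 95% and 92% of the repeat reads in control and mutant embryos.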

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

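The test of unspliced or genomic sequence and the lists matched on transcript length were chosen after the results they bear on were seen. Within each group, 322 sets of values were searched for 1 sample far from the rest by Dixon's test, and 35 were found, where chance gives about 1 in 20 (16.1).

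In f/wt the sample of embryos 2 and 3 stood apart with low log2 CPM for Klf4 (4.01), Kdm5a (5.77) and Gatad2b (1.37) and high for Gm11985 (0.81). The value of f/wt 4 was high for Wfdc2 (0.43), Krt7 (1.08) and Sprr2f (-1.62). That of f/wt 5 was low for Rrp9 (-1.53), Eif3b (3.12), Ccne1 (4.69) and Rps2 (5.39), that of f/wt 6 low for Dpy30 (6.06), and that of f/wt 7 high for Bid (7.76) and Hist1h1a (0.37) and low for Cd74 (-2.07) and Kdm4c (-2.07). In f/wt 8 it was high for Kpna4 (8.13), low for Mta2 (4.10), and the share of simple repeats was high (1.03%).

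In Δm/wt 8 fewer genes had a count (11250, next 12968), and log2 CPM was low for Suv39h1 (-0.61), Ehmt1 (-0.61), Psma3 (0.10), Apaf1 (2.45), Gata4 (-0.21) and Cyp2b23 (-2.07). Δm/wt 1 had a low share of LINE (8.11%, next 12.4%) and of DNA transposons (1.07%) and a high share of LTR elements (80.7%, next 64.9%), and was high for Gata1 (2.97), E2f7 (1.98) and Fgf4 (3.59), genes near absent from the other Δm/wt embryos. Δm/wt 5 was high for Amhr2 (1.39) and low for Ccna2 (9.03) and Ccnb1 (7.74). No explanation for these samples was tested.

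Maternal oocyte transcripts were higher and transcripts of ribosome biogenesis and of ribosomal proteins lower in Δm/wt. Transcript length is argued against: the list medians of 2.12, -2.21 and -2.38 lay outside the central 95% of 10000 random lists matched on length and expression (-0.09 to 1.01, -0.58 to 0.59 and -0.37 to 0.86). Stage was tested by whether both list means run against each other among embryos of 1 genotype. In 7 f/wt samples Pearson's r was -0.684 (exact permutation p = 0.0933, adjusted 0.187; rho -0.786, exact permutation p = 0.0480, adjusted 0.0960; r -0.860 without the 2 samples farthest out), and in 8 Δm/wt samples 0.486 (exact permutation p = 0.213; rho 0.429, exact permutation p = 0.299; r 0.726 without 2). Slower development and a direct effect on these genes cannot be told apart this way, because stage and maternal genotype may differ together between the groups. The study reported delayed DNA replication in mutant two-cell embryos, and mutants still at the zygote stage when controls were not. It also raised an altered supply from the oocyte. In oocytes that it sequenced, only a minority of its higher maternal genes were already higher in mutants. Oocytes were not among the samples compared here.

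Lyz1 lay above every f/wt sample in Δm/wt embryos 4 to 8, and Lyz2 in Δm/wt embryos 4 to 7. RNA of macrophages or other myeloid leukocytes may be the source: over 24 abundant myeloid genes listed before the test, the median difference in CPM was 7.57% of that of Lyz2 (283 CPM), with 14 genes at 5% or more and 6 under 1%. Ctss rose from 0.403 to 94.6 CPM, Lcp1 from 3.50 to 65.7 and Cd68 from 2.80 to 43.3, while Coro1a, Spi1 and Aif1 did not follow and Fcgr3 was lower (264 to 29.9). These are means, in which 1 sample can weigh heavily. The highest Δm/wt sample held 576 CPM of Ctss, 173 of Lcp1 and 155 of Cd68, and 1704 CPM of Lyz2 against a Δm/wt mean of 286. The f/wt embryos also held Srgn (202 CPM) and Lgals3 (26.7 CPM). Expression of these genes by the embryo stays open and was not tested.

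The LINE share of repeat reads was higher in Δm/wt. More unspliced or genomic sequence was examined through SINE reads per 1000000 gene counts, which were lower in Δm/wt (19274 in f/wt and 13624 in Δm/wt). The exact permutation p was 0.0124 (0.0663 adjusted over 16 classes), and the limma adjusted p was 0.126. This does not decide, because both adjusted values missed the threshold. The counts also do not show whether a SINE read came from a spliced mRNA or an intron. A lower LTR share may account for some of it, and whether for all was left undecided by 2 tests that differed. With LTR left out the LINE log2 fold change went from 0.53 ± 0.16 to 0.32 ± 0.12. It missed the threshold set before as the bound against this explanation (limma adjusted p = 0.0582), because the change became smaller. The LINE share was then 35.1 ± 3.67% in Δm/wt and 28.4 ± 4.80% in f/wt (exact two-sided permutation p = 0.00793, not adjusted over classes). SINE was then lower (adjusted p = 0.0155), but LINE and SINE made up most of the remaining f/wt reads (28.4% and 55.7%), so a rise of one share lowers the other and this does not decide. The maternal genotype stays open as a cause, and these reads give no test of it beyond the comparison itself. The study also measured LINE-1 by methods that do not use shares of repeat reads. It reported higher LINE-1 in mutants by qPCR of single embryos, scaled to Hprt, Gapdh and Ppia. In the gene counts, scaling to those 3 genes moved the median log2 fold change of all genes from 0.04 to 0.74. Scaled the same way, the study described no rise of SINE B1 or MuERV-L. How far the scaling bears on the qPCR of LINE-1 was not tested. The study also reported an altered pattern of nascent LINE-1 RNA, and a strong signal of the LINE-1 protein ORF1 in more mutant embryos.

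Regrouping argues against chance as the source of the number of genes, without excluding it. Of 100 splits, among 6435 possible, only the real one reached 5071 genes, and the highest other gave 9. The other splits mixed the genotypes, so the difference between genotypes added to their spread within groups and lowered their calls. The gap between 5071 and 9 is therefore no measure of how unlikely chance is. For repeat classes only the real split, 1 of 100, reached 4 classes, and the highest other gave 2. For the lists called by camera chance is not excluded, since 36 of 100 splits gave at least the real 6 lists and the highest other gave 10.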

How the results depend on the processing

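The alternatives chosen after the data were seen were keeping f/wt 2 and 3 apart, leaving out both, leaving out Δm/wt 1 and 8, the 2-set term, the set tests under other settings, and the exact permutation of list means. Under all other settings than those below, the counts of genes stayed within 1.5 times the main counts, Kdm1a passed, and no gene that passed in both rose in one and fell in the other. Leaving out each library gave 2153 to 2512 rises and 2356 to 2712 falls.

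Scaling to Hprt, Gapdh and Ppia gave 1594 falls, with and without the 2-fold limit, and Kdm1a at -2.08 (adjusted p = 0.129), following from the shift of the median of all genes from 0.04 to 0.74. It also changed the sign of Ctcf (0.13), B020004J07Rik (0.15), Npm1 (0.45), Eif1 (0.47), Eif4g2 (0.32), Hnrnpf (0.0631), Hnrnpc (0.19), Cox5a (0.37), Rab6a (0.74), Ccna2 (0.27), Usp1 (0.21) and Brca2 (0.31), none of which passed. Library totals did so for Atrx (-0.27), Brix1 (-0.22), Psmd4 (-0.20) and Gatad2a (-0.17), limma-voom for Brix1 (-0.0209) and no filter for Atrx (-0.0225).

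Some genes named as not passing passed elsewhere. With library totals these were Hprt (-1.42), Ctcf (-0.83), Rpl32 (-1.25), Eif1 (-0.73), Hnrnpf (-1.06), Hnrnpc (-0.82), Kpna2 (-1.19), Ccna2 (-0.76), Trp53inp1 (-1.32) and Sall4 (-1.24), and with scaling to the reference genes Nlrp5 (1.83), Atp5b (1.26), Ccnb1 (1.34), Apaf1 (1.51), Kmt2c (1.73), Wdr5 (1.03), Kdm2b (1.24), Hist1h2bc (3.31) and Yap1 (1.30). Limma-voom did so for Hprt (-1.32), Rpl32 (-1.28), Kpna2 (-1.02), Gm20767 (-2.33), B020004J07Rik (-2.81) and Psma1 (-1.43), a replicate block for Hprt (-1.42), Kpna2 (-1.02), Gm20767 (-2.26), B020004J07Rik (-2.86), Psma1 (-1.58) and Usp1 (-0.99), the Wald test of DESeq2 for Nlrp5 (1.32) and B020004J07Rik (-1.83), no filter for Trp53inp1 (-1.10) and Sall4 (-1.12), and a term for 3 sets of embryos for Hprt (-1.44) and Nlrp5 (1.48). Of the later alternatives, 2 sets gave Hprt (-1.27), 16 libraries apart Nlrp5 (1.43), leaving out f/wt 2 and 3 Sall4 (-1.14), and leaving out Δm/wt 1 and 8 Nlrp5 (1.49), Trp53inp1 (-1.34), Gm20767 (-3.20) and B020004J07Rik (-3.63).

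With 5 embryos per group, embryos 4 to 8 gave 1465 rises and 1675 falls, of which 1464 genes that rose at least 2-fold (adjusted p under 0.05) and 1675 that fell so, and Kdm1a at -3.79 (adjusted p = 0.0701), and Atrx (-0.12) and Rab6a (0.11) changed sign. Rab6a also did with 16 libraries apart (0.0295), and Psmd4 (-0.0476) and Gatad2a (-0.0465) without Δm/wt 1 and 8. Leaving out each library moved Atrx over -0.12 to 0.27, Ldhc over -0.15 to 0.62, Brix1 over -0.11 to 0.36, Npm1 over -0.60 to 0.00671, Psmd4 over -0.0443 to 0.37, Gatad2a over -0.00870 to 0.29 and Rab6a over -0.15 to 0.11. The cause was not tested.

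Embryo numbers do not pair the samples: correlations of same-number embryos were -0.0728 to 0.137. A replicate block gave 2592 rises and 2805 falls, and changed the sign of Ldhc (-0.12) and Brix1 (-0.11); the cause was not tested.

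Of 17 list tests, camera called 6, camera with an estimated correlation 0 (3 at an unadjusted p under 0.05), fry 11 and the exact permutation of the list mean 11. The direction of the DNA damage list changed without a filter (adjusted p = 0.923), in embryos 4 to 8 (0.844) and for the list mean (exact permutation, 0.977), and that of oxidative phosphorylation in embryos 4 to 8 (0.587). The cause was not tested.

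In limma the LINE share of repeat reads was at 0.14 (adjusted p = 0.745) per 1000000 gene counts, at 0.32 (0.0582) without the LTR class, where SINE passed (-0.35, adjusted p = 0.0155), at 0.53 (0.0627) without f/wt 2 and 3, and at 0.46 to 0.62 without each library. Without the LTR class the exact two-sided permutation p of LINE was 0.00793, not adjusted over classes. The SINE share of repeat reads was at 0.0569 (adjusted p = 0.793) in embryos 4 to 8 and 0.0166 (0.920) without Δm/wt 1 and 8. The cause was not tested. Thinning all libraries to the depth of the shallowest gave 2542 rises and 2565 falls, so depth limited these counts little, whereas embryos 4 to 8 alone, with fewer samples, gave fewer calls.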

Other observations

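The comparison of Cyp19a1 with the other markers was made after the values were seen. Cyp19a1, the aromatase gene of granulosa cells, held 0 to 3 counts in f/wt libraries and 193 to 1467 in all 8 Δm/wt libraries, whereas the lysozymes and Wfdc2 were at 0 in Δm/wt 1 to 3. Of the other granulosa markers tested, Amhr2 was lower in Δm/wt and Star did not pass. The rise of Cyp19a1 was thus not shared by the other cumulus and granulosa markers tested.

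Repeat reads numbered 11.2 ± 2.84 per 100 gene counts in f/wt (SD, n = 7) and 9.34 ± 5.21 in Δm/wt (n = 8; exact two-sided permutation p = 0.432). Across 11265 genes, which are not independent replicates, transcript length and log2 fold change had a Spearman correlation of 0.0370.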
